A study of Mus musculus with 4 samples. Its data were reported in "microRNA-142–mediated repression of phosphodiesterase 3B critically regulates peripheral immune tolerance" (2019).

How the data were processed

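RNA was measured in regulatory T cells (Tregs), the FOXP3-expressing CD4+ T cells that restrain other T cells, taken directly from lymph nodes and spleens of C57BL/6 mice. The cells were selected for CD4 and sorted as CD4+ CD25+ YFP+. YFP marks cells that express Cre recombinase from the Foxp3 locus. In TregΔ142 mice this Cre removes floxed copies of Mir142, the gene of the microRNA miR-142, and WT mice carry the same Cre with intact Mir142. There were 2 arrays per group and 4 in all, placed in their groups by the sample titles. The sources say that the populations were made in duplicate and processed separately, but not whether each came from separate animals or pools, so p-values measure the spread between these samples, which may be technical.

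The authors extracted total RNA, amplified it as cDNA with the Ovation Pico WTA kit and hybridised it to Affymetrix Mouse Gene ST arrays. The deposited values are on the log2 scale, 1 per probe set, made by the authors with robust multi-array averaging (RMA), which corrects background, sets all arrays to 1 distribution by quantile normalization and summarises probes. The submitters' processing notes also name oligo, with no version. The log2 scale was inferred from the RMA method and from the values, which ran from 1.87 to 13.9. The array medians over all rows were 6.16 and 6.22 for TregΔ142 and 6.20 and 6.17 for WT. Because of quantile normalization, a change shared by most transcripts would not be seen. The table holds no detection calls, so which low values lie above background is unknown, and the number of arrays limits the precision.

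The table had 41345 rows. Through the platform annotation, 23521 probe sets were paired with exactly 1 gene symbol (22180 distinct symbols) and were tested. A further 1814 were paired with several symbols and 16010 had none listed in the table used here, and these were left out of the main comparison. Of the tested probe sets, 23328 matched a gene identifier in RefSeq (assembly GRCm38.p6), which was used only for the order of neighbouring genes. For gene lists, the probe set with the highest mean stood for a gene. Among 1082 genes with several probe sets, 3 had probe sets that went in opposite directions, each with unadjusted p under 0.05.

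TregΔ142 was compared with WT with limma 3.58.1 (lmFit and eBayes, with no block and no filter, after the study's methods) in R 4.3.3 with statmod 1.5.0. Adjusted p-values are Benjamini-Hochberg values over the tested probe sets, with a threshold of 0.05. A second count used the study's own threshold of at least 2-fold and unadjusted p under 0.05. Fold changes are TregΔ142 minus WT on the log2 scale, with the moderated standard error (SE). Errors beside group means are SD over 2 arrays.

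Gene lists were written before the data were examined: the study's candidates, the cAMP pathway, core Treg genes, resting Treg genes, effector Treg genes, helper T cell cytokines and lineage genes, cytotoxic effector genes, proliferation, type I interferon response, STAT5 targets, glycolysis and hypoxia, apoptosis, immediate early and stress genes, targets reported for miR-142, and sex-linked genes. Marker lists covered B cells, plasma cells, macrophages and monocytes, dendritic cells, neutrophils, erythroid cells, CD8 T cells, NK cells and platelets. Of the 24 lists, 20 had at least 5 measured genes and were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over these lists. Camera with an estimated correlation and fry, which asks whether a list moves one way on balance or, in its mixed form, whether its genes change in either direction, were alternatives.

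The genes named were fixed by a rule before the data were examined. The rule took Mir142, the study's candidates, Adcy9 and a set of Treg markers and cytokines. It also took the 12 largest changes in each direction among coding genes with adjusted p under 0.05, arrays of the groups that did not overlap and a mean in the higher group above the median of all tested probe sets (6.28), filled from genes at the study's threshold. In each list it allowed up to 4 members with the smallest p. Genes named outside this rule were chosen after their values were seen.

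The fits were tested on simulated data for the comparison of TregΔ142 with WT over 23521 probe sets, with 200 changed probe sets in each of 5 simulations. At adjusted p under 0.05, 33.4% of changes of 1 on the log2 scale, 77.0% of changes of 2 and 89.7% of changes of 3 were recovered, with 3.8 false calls per simulation. At the study's threshold, 52.2%, 99.7% and 99.7% were recovered, with 28 false calls per simulation. The spread was shuffled over probe sets and drawn independently for each, so any link of spread to level or between genes was lost. These rates need not hold for the measured arrays. In 50 simulations with a list of 20 genes, camera called the list in 100% of them when it was shifted by 0.5 on the log2 scale and in 0 when it was not. The simulated genes varied independently, so this does not show how camera behaves where genes vary together. In the measured lists the estimated correlation was, for example, 0.48 for type I interferon, 0.39 for resting Treg and −0.03 for effector Treg genes.

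The alternatives were the replicate number as a block, each array left out, filters on dim probe sets, all rows, renormalization, other variance priors, array weights and the methods' t-test. The study's statistics name 1-way ANOVA with Tukey's test for array parameters, and the methods' t-test here is its form for 2 groups, with equal variances. Other set tests, a level filter and the mean of a gene's probe sets were tried for the lists. Planned tests of genes with matches to the miR-142 seeds in their 3′ UTRs were not run, because no genome or transcript sequence was used here.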

Results

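Expression was measured on 4 arrays of Tregs sorted directly from mice, 2 from TregΔ142 mice, in which Cre expressed from the Foxp3 locus deletes Mir142, and 2 from WT mice. Across the 23521 tested probe sets the TregΔ142 arrays differed by at least 2-fold from each other at 63 probe sets and the WT arrays at 145, while arrays of different groups differed at 178 to 315. The first principal component, with 50.5% of the variance, placed the TregΔ142 arrays at −12.7 and −24.4 and the WT arrays at 11.2 and 25.9. The comparison of the groups asks which transcripts differ when Tregs lack miR-142, and through that which genes the microRNA could hold down.

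Mir142 itself fell in TregΔ142 Tregs, from 9.07 ± 0.27 (SD, n = 2) in WT to 6.20 ± 0.34, a log2 fold change of −2.87 (SE 0.20, limma adjusted p = 0.022). Where its probes lie relative to the deleted segment is not given in the sources used here, and 6.20 lies close to the median of the tested probe sets. Foxp3, the lineage-defining transcription factor, stood at 11.8 in TregΔ142 and 11.7 in WT (log2 fold change 0.14, adjusted p = 0.68). Genes of other molecules used to type Tregs had positive values that did not pass adjustment over all genes. The log2 fold change was 0.42 for Il2ra (CD25), 0.31 for Ctla4, 0.39 for Icos and 0.57 for Tnfrsf18 (GITR). Il7r (CD127), which the paper describes as typically low on Tregs, had 0.44, with the WT arrays apart at 11.8 and 11.1. Limma adjusted p lay between 0.23 for Tnfrsf18 and 0.55 for Il7r.

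Pde3b, which encodes a phosphodiesterase that breaks down cAMP, was 2.07-fold higher in TregΔ142 Tregs. Its values were 8.31 and 8.88 in TregΔ142 and 7.55 and 7.54 in WT, a log2 fold change of 1.05 (SE 0.19). Epas1, the gene of the hypoxia-inducible factor HIF-2α, was 5.31-fold higher (log2 fold change 2.41, SE 0.34), and Igf2bp3, which encodes an RNA-binding protein, 2.34-fold higher (log2 fold change 1.23, SE 0.26). All 3 met the study's threshold, and all 3 passed when adjusted over the list alone, which is not independent evidence because the study chose them partly on these arrays. None passed adjustment over all genes (limma adjusted p = 0.14 for Pde3b, 0.083 for Epas1 and 0.19 for Igf2bp3). Epas1 passed with an intensity trend in the variance prior (limma adjusted p = 0.046), with adjusted p up to 0.58 over its alternatives. Passes of Epas1 and Igf2bp3 with 1 WT array left out are not counted, since the spread then comes from the TregΔ142 arrays alone. The SD of Epas1 was 0.81 in WT and 0.14 in TregΔ142, and that of Igf2bp3 0.61 and 0.0086. Pde3b passed in no setting tried.

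Elsewhere in the cAMP pathway, Pde3b was the 1 gene of 34 measured that rose when adjusted over the list alone, and none did so over all genes. The list had a median log2 fold change of 0.01 and was not called (camera adjusted p = 0.97), while the mixed form of fry called it as changing in either direction (adjusted p = 0.046). That form does not compare the list with other genes, and the list holds Pde3b, which the study chose partly on these arrays. Ptger2, a prostaglandin E2 receptor coupled to cAMP production, had a log2 fold change of −0.46, and the phosphodiesterase genes Pde4b and Pde7a had −0.33 and −0.28. Adcy9, an adenylyl cyclase that makes cAMP, stood at 6.60 in TregΔ142 and 6.78 in WT (log2 fold change −0.18, adjusted p = 0.59).

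**Figure D1:**
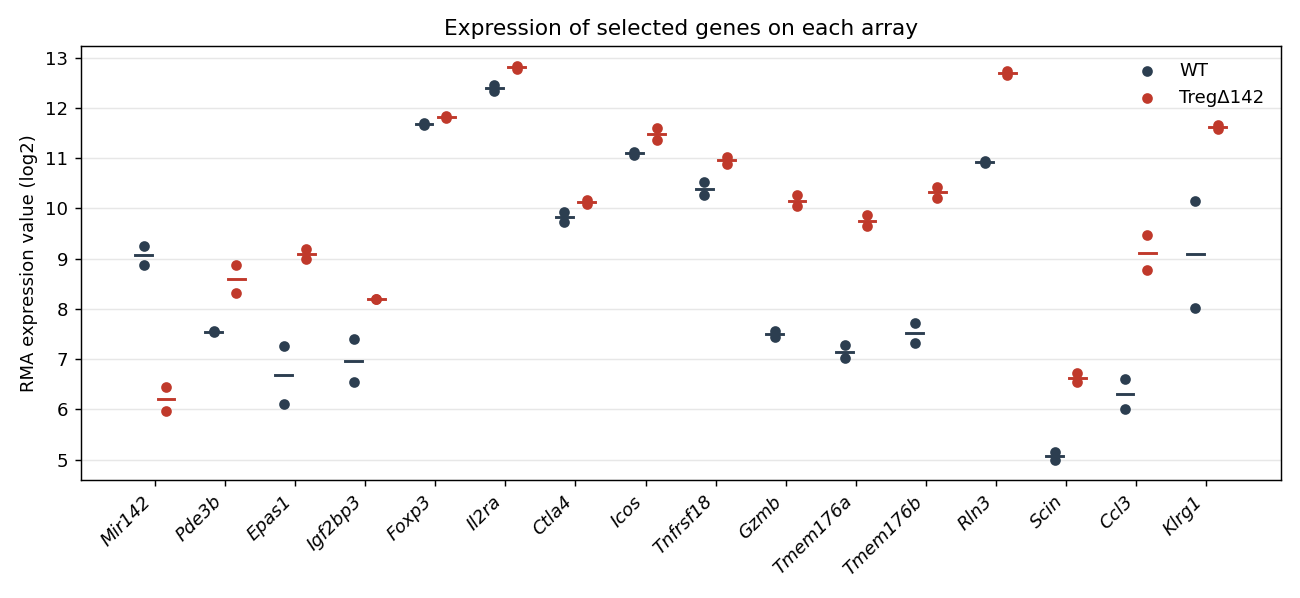
RMA expression values (log2, y axis) of selected genes (x axis) on each array, with WT in dark blue and TregΔ142 in red; points are arrays and horizontal lines are group means. Mir142 lies at 9.07 in WT and 6.20 in TregΔ142, Foxp3 at 11.7 and 11.8, and the WT arrays are far apart for Klrg1, at 10.2 and 8.03.

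Over all genes, 6 probe sets passed adjustment, with 5 higher and 1 lower in TregΔ142. Gzmb, the gene of the cytotoxic protease granzyme B, rose 6.31-fold, from 7.50 ± 0.10 (SD, n = 2) in WT to 10.2 ± 0.16 (log2 fold change 2.66, SE 0.13, limma adjusted p = 0.012). Tmem176a and Tmem176b, which are neighbours and encode membrane proteins, rose 6.10-fold and 7.03-fold (adjusted p = 0.012 and 0.013). Rln3, which encodes a relaxin peptide, rose 3.44-fold from an already high value of 10.9 in WT (adjusted p = 0.015). Scin, the gene of an actin-severing protein, rose 2.96-fold from a low level of 5.06 in WT to 6.63 (adjusted p = 0.049). The other probe set was Mir142. At unadjusted p under 0.05, limma gave 2746 probe sets, and the arrays of the groups did not overlap at 43.8% of probe sets, against 33.3% by chance.

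The count of 6 depended on single arrays and on the variance model. It was 128 without WT replicate 1, 46 without WT replicate 2 and 0 without TregΔ142 replicate 1 or without TregΔ142 replicate 2, with 2556 and 1819 probe sets at unadjusted p under 0.05. With an intensity trend in the variance prior it was 115, and with the methods' t-test 0 (2067 at unadjusted p under 0.05). Where 1 array was left out, the spread came from the other group alone. A lost call need not mean a lost fold: Gzmb kept log2 fold changes of 2.77 without TregΔ142 replicate 1 and 2.55 without TregΔ142 replicate 2.

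At the study's threshold 119 probe sets differed, 92 higher (91 genes) and 27 lower (27 genes) in TregΔ142. The balance of directions varied, with 123 higher and 59 lower without TregΔ142 replicate 1, 171 and 58 without WT replicate 1, 101 and 59 without WT replicate 2, 159 and 134 over all rows and 50 and 17 with the methods' t-test. The chemokine gene Ccl3 was 7.01-fold higher (adjusted p = 0.069) and Klrg1, a lectin-like receptor of differentiated lymphocytes, 5.76-fold higher (adjusted p = 0.22), with WT values of 10.2 and 8.03 on the 2 arrays. Arnt2, a transcription factor gene, was 4.70-fold higher, Enah, an actin regulator, 4.17-fold, Adam8, a metalloprotease, 4.10-fold and Tspoap1 4.02-fold. Tspoap1 lies next to Mir142 in the RefSeq gene order. The folds of Klrg1, Arnt2 and Tspoap1 depended on the WT array used, with log2 fold changes of 3.59, 3.08 and 2.63 without WT replicate 1 and 1.47, 1.38 and 1.39 without WT replicate 2. In the main comparison none of these 6 genes passed adjustment. On all 4 arrays with an intensity trend, limma's adjusted p was 0.024 for Ccl3, 0.033 for Enah and 0.046 for Adam8, and Ccl3 and Enah also passed after median centring and above the median level, and Ccl3 with the crossed replicate block. Passes of these 6 genes with 1 WT array left out are not counted, since the spread then comes from the TregΔ142 arrays alone. For each of them but Ccl3 the SD was larger in WT, as for Adam8, with 0.69 in WT and 0.022 in TregΔ142.

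Of the genes lower in TregΔ142 at the study's threshold, none apart from Mir142 passed adjustment in the main comparison. The chitinase-like gene Chil5 had a log2 fold change of −1.98 (SE 0.25, adjusted p = 0.071), H2-Ob, a subunit of the antigen presentation modulator H2-O, −1.38, and Ly6c1, a surface protein of lymphocyte subsets, −1.35. The interferon-inducible genes Ifi208 and Oas2 had −1.33 and −1.07. The sialyltransferase gene St8sia6 had −1.25 (adjusted p = 0.071), as did Cd55, a complement regulator, at −1.23 (adjusted p = 0.069). Rflnb and Actn1, both linked to the actin cytoskeleton, had −1.23 and −1.23, Adh1 −1.15, Ttc28 −1.12 and Slc28a2b −1.11. With an intensity trend Chil5, Ly6c1, Ifi208, St8sia6, Cd55, Rflnb and Ttc28 passed, with limma adjusted p from 0.027 for Cd55 to 0.049 for Ttc28. Passes in fits with 1 WT array left out, where the spread comes from the TregΔ142 arrays alone, are not listed. H2-Ob belongs to a family with similar sequences, so the specificity of its probe set is uncertain. The same holds for Ly6c1, whose close paralog Ly6c2 had a log2 fold change of 0.39, at 8.89 in TregΔ142 and 8.51 in WT.

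**Figure D2:**
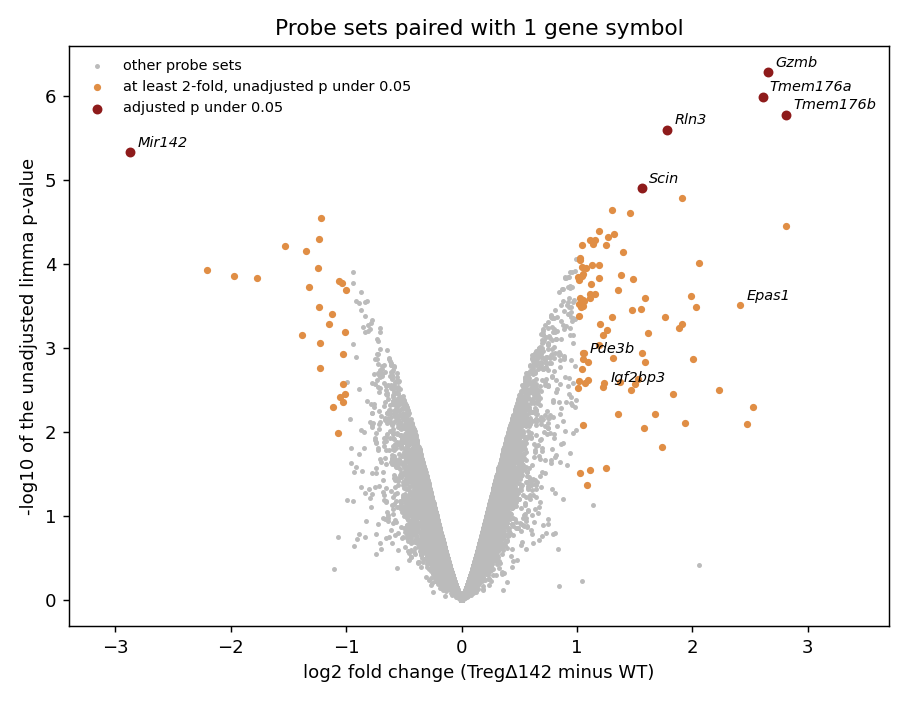
Log2 fold change (TregΔ142 minus WT, x axis) against −log10 of the unadjusted limma p-value (y axis) for the 23521 probe sets; dark red points passed adjustment, orange points met the study's threshold and grey points are the rest. The 5 genes that rose and Mir142 stand apart from Pde3b, Epas1 and Igf2bp3, which lie among the 119 probe sets at the study's threshold.

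Genes of effector Tregs were higher in TregΔ142. Of 27 measured, 16 rose and 0 fell when adjusted over the list alone, and 1, Gzmb, passed over all genes. Havcr2 (TIM-3), an inhibitory receptor, had a log2 fold change of 1.11, the chemokine receptor gene Ccr8 1.16 and Lgals3, the gene of galectin-3, 0.88. The median of the list was 0.60 and camera called it higher (adjusted p = 3.1e-13; adjusted p = 0.26 with an estimated correlation). Cytotoxic effector genes followed, with 10 of 17 that rose and 1, Fasl, that fell when adjusted over the list alone, and Gzmb alone over all genes. Ccl3 had a log2 fold change of 2.81, Ctsw, a cathepsin of cytotoxic cells, 0.78 and Eomes, a transcription factor of cytotoxic lymphocytes, 1.20. The list was called higher with a median of 0.68 (adjusted p = 2.9e-09; adjusted p = 0.35 with an estimated correlation).

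Of 29 core Treg genes, 16 rose and 1 (Plagl1) fell when adjusted over the list alone, and 0 passed over all genes. Penk, which encodes the opioid precursor proenkephalin, had a log2 fold change of 1.99, Fgl2, a secreted suppressive molecule, 1.77, Socs2, a feedback inhibitor of cytokine signals, 1.26 and Tnfrsf9 (4-1BB) 1.01. The list was called higher with a median of 0.42 (adjusted p = 1.4e-12; adjusted p = 0.35 with an estimated correlation). Among STAT5 targets, which respond to interleukin-2, 8 of 15 rose and 0 fell when adjusted over the list alone, and 0 passed over all genes. Gadd45g had 0.96, Lif 0.71 and Socs1 0.63, and the list was called higher with a median of 0.37 (adjusted p = 5.8e-06; adjusted p = 0.65 with an estimated correlation). This list shares 3 measured genes with the core Treg list.

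Targets reported for miR-142 had a median log2 fold change of 0.22. Of 17 measured, 6 rose and 0 fell when adjusted over the list alone, and 0 passed over all genes. Besides Pde3b, these included Cfl2, an actin-depolymerising protein gene, at 0.95, Itgav, the integrin αV gene, at 0.62 and Twf1, another actin regulator, at 0.63. The list was called higher (adjusted p = 0.00060; adjusted p = 0.36 with an estimated correlation), and because it contains Pde3b, which the study chose on these samples, it is not fully independent evidence.

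Genes of resting Tregs had lower values in TregΔ142. Of 16 measured, 0 rose and 2 fell when adjusted over the list alone, and 0 passed over all genes. The 2 were Il6ra, the interleukin-6 receptor gene, at −1.02 and Actn1 at −1.23, while S1pr1, which guides exit from lymphoid organs, had −0.38 and Foxp1 −0.31. The list was called lower with a median of −0.23 (adjusted p = 0.0040; adjusted p = 0.81 with an estimated correlation), but not without TregΔ142 replicate 2 (median −0.16, adjusted p = 0.091). In the type I interferon list, 0 of 21 genes passed either alone or over all genes. Oas2 had −1.07, Oasl1 −0.74, Ifit1 −0.55 and Usp18 −0.57. The median was −0.19, and the list was called lower (adjusted p = 0.026; adjusted p = 0.87 with an estimated correlation). It was not called without TregΔ142 replicate 2 (median 0.000157, adjusted p = 0.57), without WT replicate 1 (adjusted p = 0.45), above the median level (adjusted p = 0.10) or with the crossed replicate block (adjusted p = 0.052), which was chosen after seeing the data. WT replicate 1 exceeded WT replicate 2 by a median of 0.24 on this list.

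Helper T cell cytokine and lineage genes moved in both directions. Of 19 measured, 6 rose and 4 fell when adjusted over the list alone, and 0 passed over all genes. Tbx21 (T-bet), the lineage factor of Th1 cells, rose by 1.14, Il12rb2, an interleukin-12 receptor gene, by 1.19 and Ifng by 0.89, while Stat4, which transmits interleukin-12 signals, fell by 0.47. Il4, a Th2 cytokine gene, rose by 1.10, from 5.38 in WT to 6.48 in TregΔ142. Il23r, a receptor gene of the Th17 programme, fell by 1.23, from 5.7 to 4.5, both below the median of the tested probe sets. Il2 stood at 4.88 in TregΔ142 and 4.78 in WT, Il5 at 5.38 and 5.10, and Il17a at 4.69 and 4.84, all low values. The list was not called by camera (adjusted p = 0.46), and fry's mixed form called it (adjusted p = 0.0090).

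In all, camera with the preset correlation called 7 of 20 lists, 5 higher and 2 lower. None held with an estimated correlation, where 2 lists had unadjusted p under 0.05. That form also draws its degrees of freedom from the few arrays rather than from the many genes, so a call is harder to reach. Effector Treg genes lost their call (camera adjusted p = 0.26) although their estimated correlation of −0.03 lay below the preset 0.01. The loss of a call therefore need not come from correlation between genes. Fry called 0 lists as moving one way on balance, with 7 at unadjusted p under 0.05, and 9 lists as changing in either direction. Fry does not compare a list with other genes. Among all 23521 tested probe sets, 2746 had unadjusted limma p under 0.05, so the mixed calls need not be particular to a list.

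Adjusted over the list alone, 0 of 28 proliferation genes, 0 of 20 glycolysis and hypoxia genes, 1 of 22 immediate early and stress genes (Ier3, 0.77) and 2 of 16 apoptosis genes (Bcl2a1a, 0.49, and Fasl, −0.46) passed, and none of them passed over all genes. Bcl2a1a has near-identical paralogs, so its value is uncertain. Camera called none of these 4 lists over all 4 arrays (adjusted p = 0.46, 0.16, 0.55 and 0.97 in that order). In its mixed form, which does not compare a list with other genes, fry called glycolysis and hypoxia (adjusted p = 0.0093) and apoptosis (adjusted p = 0.0081). Camera called proliferation lower without WT replicate 1 (median −0.41) and higher without WT replicate 2 (median 0.42), and immediate early and stress genes higher without WT replicate 1 (median 0.10) and without TregΔ142 replicate 2 (median 0.24).

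Over all 4 arrays camera called none of the marker lists of other cell types. Of 7 NK cell markers, Eomes passed when adjusted over the list alone and the median was 0.13. Of 6 platelet markers, Ppbp passed alone, at 0.85, with a median of 0.15. None of the 12 B cell, 5 plasma cell, 14 macrophage and monocyte, 8 dendritic cell, 11 neutrophil, 3 erythroid or 2 CD8 T cell markers passed alone or over all genes, with medians of 0.07, 0.10, −0.11, −0.11, 0.16, −0.27 and −0.09. Camera adjusted p was between 0.16 for platelets and 0.76 for plasma cells, and the erythroid, CD8 T cell and sex-linked lists had too few measured genes for this test. Of 4 sex-linked genes, Kdm5d passed when adjusted over the list alone (log2 fold change −0.67), at low levels of 4.08 in TregΔ142 and 4.75 in WT. Uty stood at 3.80 and 3.99, Eif2s3y at 3.97 and 3.92 and Xist at 12.6 in both groups. High Xist in both groups gives no sign that they differ in sex. Without WT replicate 1 camera called the B cell (median 0.22), macrophage and monocyte (0.32) and NK cell (0.32) lists higher. Without WT replicate 2 it called the macrophage and monocyte list lower (−0.66) and the neutrophil (0.47) and platelet (0.21) lists higher. The WT arrays also differed from each other. In WT replicate 1 minus WT replicate 2, the median was 0.88 for macrophage and monocyte markers, −0.69 for proliferation genes, −0.63 for neutrophil markers and 0.46 for NK cell markers.

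**Figure D3:**
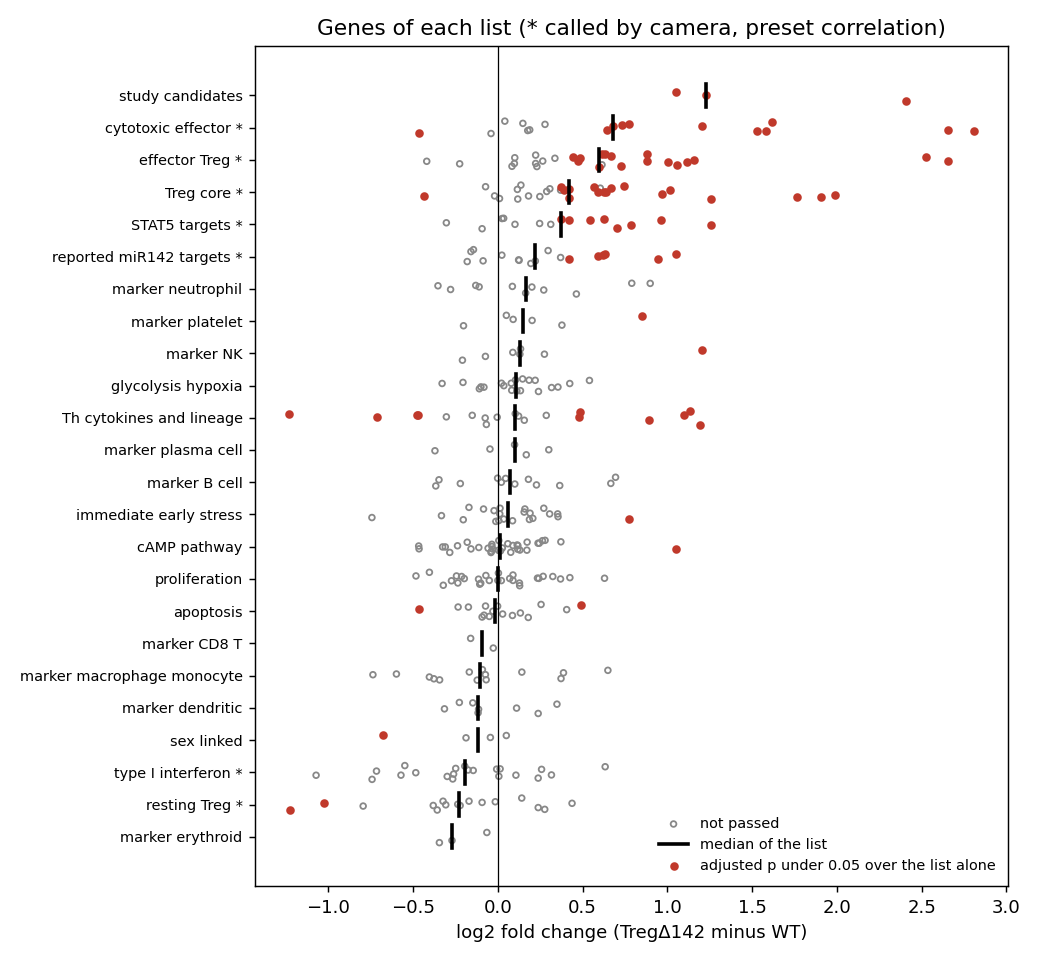
Log2 fold changes (TregΔ142 minus WT, x axis) of the measured genes of each list (y axis), with filled red points for genes that passed when adjusted over the list alone, open points for the rest and black bars for list medians; asterisks mark the 7 lists called by camera with the preset correlation. Medians run from −0.27 for erythroid markers to 1.23 for the study's candidates.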

Values the study reported

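The study reported 3 candidate targets of miR-142-5p in Tregs: Pde3b, Epas1 and Igf2bp3. To be a candidate, a gene had to be higher in TregΔ142 than in WT Tregs by more than 2-fold with P < 0.05. It also needed a predicted site bound by AGO2, a protein that carries microRNAs, in activated CD4+ cells. A further condition was lower expression in WT Tregs than in effector T cells at the same threshold. In the study's reporter assay, mutating the seed match reversed repression for Pde3b but not for Epas1 or Igf2bp3. The study also reported higher Pde3b by qPCR and PDE3B protein in TregΔ142 Tregs.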

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

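The count of rows outside the tested probe sets was planned as an alternative with all rows; naming single rows was chosen after their values were seen. Among the 17820 rows without exactly 1 gene symbol, which the comparisons leave out, 2 passed limma's adjustment over all 41345 rows, both higher in TregΔ142. They were probe set 17284339, at 9.56 and 9.48 in TregΔ142 against 5.12 and 5.31 in WT (log2 fold change 4.31, adjusted p = 0.014), and probe set 17285513, at 8.34 and 8.39 against 5.01 and 4.99 (log2 fold change 3.36, adjusted p = 0.014). No gene is listed for either in the annotation used here. At the study's threshold 176 of these rows differed, 69 higher and 107 lower in TregΔ142. Some rows repeat others with the same values on all 4 arrays, such as 17205023 and 17209213. These counts are therefore of rows and not of distinct transcripts.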

How the results depend on the processing

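Of the settings below, the crossed pairing was chosen after seeing the data. The count of 6 probe sets after limma's adjustment was 5 with the replicate block, 91 above the median level, 80 above the 95th percentile of unlisted rows (10.1), 2 over all rows, 24 after median centring, 115 with an intensity trend and 0 with the methods' t-test, which gave 2067 at unadjusted p under 0.05. With each array left out it ran from 0 to 128, where the lone array of a group is assumed to vary like the other group (1819 to 2811 at unadjusted p under 0.05). The filters test fewer genes, and the cause of the other shifts was not tested. All 6 probe sets were kept with quantile normalization, median centring, the trend, the robust prior and array weights, 5 with the replicate block and above the median level, 2 above the 95th percentile and 0 over all rows. The count of 119 at the study's threshold was 120 with the replicate block, 20 above the 95th percentile, where 1147 probe sets remained, 293 over all rows, 67 with the methods' t-test and 116 to 229 with each array left out. Pde3b had log2 fold changes from 0.77 to 1.33 and adjusted p from 0.083 to 0.59 over its alternatives, and passed under none. The 7 lists called became 0 with an estimated correlation, 0 with fry and 6 to 11 with each array left out, and 7 with the replicate block. The lists gained without a WT array were proliferation, immediate early and stress genes and markers of other cell types, and those of proliferation and of macrophages and monocytes changed direction between the settings without WT replicate 1 and without WT replicate 2. With each array left out, the type I interferon median ran from −0.32 to 0.000157 (without TregΔ142 replicate 2), Il17a from −0.31 to 0.012 (without WT replicate 2) and Il2 from −0.082 (without WT replicate 1) to 0.29, so each turned its direction once and none passed adjustment there. The labels do not say that replicate numbers mark a shared day or litter, and deviations of same-numbered arrays correlated at −0.123 across probe sets, so they share a number and are not treated as paired. With the numbers crossed, 5 probe sets passed adjustment, 4 of them among the 6 (Rln3 at 0.070 and Scin at 0.088 no longer passed and Ccl3 did, at 0.022), 120 the study's threshold and 6 lists were called. Over 71 named genes, 96 results over the alternatives newly passed adjustment, 27 no longer passed and 880 kept their direction and side. Planned seed-match tests were not run, since no genome or transcript sequence was used here. Without detection calls, signal over background could not be judged for low values such as Il2 and Il17a.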

Other observations

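The gene groups and tests in this part were chosen after the values were seen, except the test of the Mir142 neighbours between the WT arrays. Genes induced by interferon-γ were higher in TregΔ142 Tregs. Of 17 measured, 17 had positive log2 fold changes, 15 rose when adjusted over the list alone and 0 passed limma's adjustment over all genes. The guanylate-binding protein gene Gbp3 had a log2 fold change of 1.05 (SE 0.13), and the immunity-related GTPase genes Igtp and Iigp1 had 0.87 and 1.51. Gbp and GTPase genes have close paralogs, so values of single members are uncertain. The list shares 0 genes with the type I interferon list, whose median was −0.19. A candidate explanation is an interferon-γ response in TregΔ142 mice, and Ifng itself rose within its list. In the 5 genes whose values had not been looked at (Cxcl9, Cxcl10, Irf1, Irf8 and Ciita), the median was 0.55 and 4 rose when adjusted over the list alone (camera adjusted p = 0.00031; adjusted p = 0.22 with an estimated correlation). These 5 genes were measured on the same arrays as the genes seen first and belong to the same list, so they are not independent evidence. WT replicate 1 exceeded WT replicate 2 by a median of 0.34 over the 17 genes, so the level also varied with Mir142 intact.

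Chemokine and egress receptor genes moved in both directions. Of 16 measured, 5 rose and 3 fell when adjusted over the list alone and 0 passed over all genes. Those that rose were Ccr8 (1.16), Gpr15 (1.56), Cxcr6 (0.88), Cxcr3 (0.62) and Ccr2 (0.44). Those that fell were Cxcr5 (−0.71), Ccr6 (−0.47) and S1pr1 (−0.38). All of these genes but Gpr15 also belong to lists tested above, so their passes here are not separate evidence. Camera did not call the list (adjusted p = 0.17).

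Effector and cytotoxic genes were higher in TregΔ142, with a median log2 fold change of 0.61 over 43 genes of both lists. No single array set the difference, since the lowest median with 1 array left out was 0.43, without WT replicate 1. NK or CD8 T cells in the sort stay open: of 8 such markers without Eomes, which is also in the cytotoxic list and had 1.20, the highest log2 fold change was 0.28, but 0.70 without TregΔ142 replicate 2 and 0.62 without WT replicate 1, and their median level of 5.30 lies below that of the tested probe sets. Macrophages or monocytes stay open too, since their 14 markers had a median of −0.11 (SD 0.39) over all arrays but 0.32 (SD 0.28) without WT replicate 1 and −0.66 (SD 0.69) without WT replicate 2. The sort for CD4, CD25 and YFP should remove these cells, and a more activated state of Tregs without miR-142 stays open as well, but whether it comes from the deletion in these cells or from inflammation in the animals was not tested.

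Tspoap1, next to Mir142, was 4.02-fold higher in TregΔ142, and on the other side Rnf43 had a log2 fold change of 0.91 and 1110028F11Rik 0.72. The 20 nearest measured genes on each side, in RefSeq order and without Tspoap1, had a median absolute log2 fold change of 0.24 against 0.13 in 10000 lists matched on level, at percentile 99.98 of those lists (99.77 over the 26 genes whose values had not been looked at), with 27 positive and 13 negative values. The next 20 genes on each side lay at percentiles 20.3 and 41.5. A shift of the neighbourhood may come from flanking DNA of the strain in which the floxed allele was made or from the deletion itself, and these were not separated; the same genes differed between the WT arrays at percentile 88.42, which leaves array-to-array variation of the region open. Tspoap1 also differed by 1.25 between the WT arrays, so the state of the cells and the locus cannot be told apart for this gene.

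Between the WT arrays, 7 probe sets were over 4-fold higher in WT replicate 2: Dcpp1, Dcpp2, Dcpp3, A2ml1, Bpifa2, Scgb1b27 and Scgb2b27. Dcpp2 stood at 3.83 in WT replicate 1, 11.5 in WT replicate 2, and 10.6 and 8.91 in TregΔ142, and Bpifa2, a parotid secretory protein gene, at 7.55, 11.6, 10.4 and 9.44. Salivary gland tissue carried over with neck lymph nodes could account for this, though the sort for CD4, CD25 and YFP should remove it. Over 16 other salivary gland genes the median difference between WT replicate 2 and WT replicate 1 was 0.073 and the highest 0.90. Genes over 4-fold apart between the WT arrays had been left out of these 16, which bounds the highest difference in advance. Their median level of 5.01 lies below the median of the tested probe sets, so without detection calls this neither shows nor excludes such tissue. The Dcpp genes are near-identical paralogs and may share probes. The design gives no group that separates these arrays, and no other explanation was tested.

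In WT replicate 1, 8 probe sets were over 4-fold higher than in WT replicate 2, among them Slc40a1, Vcam1, Mrc1, Adgre4 and Hpgd, which macrophages express. Vcam1 stood at 8.92 in WT replicate 1, 6.67 in WT replicate 2, and 7.42 and 7.05 in TregΔ142.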
